A study of Mus musculus with 8 samples. Its data were reported in "Therapeutic homology-independent targeted integration in retina and liver" (2022).

How the data were processed

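Genomic DNA libraries from 5 gRNA and 3 scramble samples were grouped by their titles; the groups share no replicate numbers, and no block was fitted. The authors enriched the libraries for donor, *Alb* and AAV sequences with a SureSelect capture kit and sequenced them in paired-end runs on 2 instruments, a split the labels do not give per library. The authors aligned reads to the insert with BWA-MEM under settings that penalise mismatches and gaps strongly, kept reads with a partial match, and split them. Pieces with the insert were realigned to the AAV genome, and pieces without it to the mouse genome (GRCm38, also called mm10). Short pieces were dropped on both sides. The deposited values are whole-number counts of read pieces in 4 tables, without normalization for depth. The rule that merged positions into intervals, any count minimum and the pooling of libraries are not stated in the main text of the study. Interval widths were 2 or 3 bp in 16 of the 33 gRNA and in 6 of the 24 scramble intervals and reached 243 and 209 bp in the others, so an interval was not read as the extent of the aligned sequence. The methods describe the AAV realignment for all reads with a partial match; whether the AAV tables were filtered further was not settled.

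Starts were raised by 1 to give 1-based positions. Gene spans came from RefSeq for GRCm38.p6, the build of the tables; exon positions of *Alb* came from GENCODE for GRCm39 and were not combined with the tables. An interval was on target when it overlapped *Alb*. Intervals were shared when they overlapped by at least 1 bp. The AAV tables hold 5 and 3 values per 20 bp bin, sorted as text within each bin, which was checked for every bin. They were read as unnamed libraries, and mean and SD are given per bin. The 20 bp bins were summed to 100 bp parts.

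Shares of the pools were compared by Fisher's exact test, two-sided, with p given as its log10 where it is too small to print, and shares have Wilson intervals at 95%. Chromosome and AAV part distributions were compared by permutation of the chi-square statistic with 100000 resamples that keep both margins, and with chromosome length by 100000 Monte Carlo multinomial draws. Differences in distribution are given as the percent of counts placed differently, the sum of absolute differences in share over 2. Down-sampling to the scramble total was hypergeometric, and that by the ratio of the shared intervals binomial, with 10000 draws each for its 95% interval. Single bins were compared by exact permutation of the 8 values (two-sided, difference of means) with Benjamini-Hochberg adjustment. A threshold of 0.05 was used. Intervals or parts named are the target locus, the 3 highest off-target intervals per group, the 3 highest AAV bins and parts per group, and the 2 parts that differ most in share. The tests, this rule and a first list of alternatives were set before the data were examined. Other alternatives, the overlap counts, the comparison of *Alb* with shared intervals, the bin tests and the balance of the ends were added afterwards. No count model across replicates was fitted, since the genomic counts are pooled and the bin values are unnamed.

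On simulated data, the table permutation called a difference in 6.50% of 200 unchanged and 100% of 200 changed sets with 5 percentage points moved to 1 interval. The goodness-of-fit step called 6.00% and 100% of 200. The bin permutation called 2.50% of 200 unchanged and 100% of 200 sets changed 30 fold. The first 2 steps were simulated with independent reads, so their rates need not hold for the reads of the pools. Detection of a change was not simulated for distinct intervals, nor for the bin test after adjustment. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.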

Results

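Off-target and on-target insertion of an adeno-associated virus (AAV) donor was measured in mouse genomic DNA by capture sequencing. In homology-independent targeted integration (HITI), Cas9 cuts both a genomic site and a donor flanked by copies of that site, and end joining inserts the donor at the cut. One AAV carried *Streptococcus pyogenes* Cas9 under a liver promoter, and the other carried the donor with a gRNA against the second exon of albumin (*Alb*) or with a scramble gRNA. The series held 8 libraries, 5 from gRNA and 3 from scramble animals. The study describes these as liver DNA, whereas the source label given with the libraries names another tissue.

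Reads that matched the donor insert over only part of their length were split. The piece outside the insert was placed on the mouse genome and gave 1 pooled count per interval and group. The piece inside the insert was placed on the AAV genome and gave 1 count per 20 bp bin and library. The genomic table of the gRNA pool listed 33 intervals with 58140 counts, and that of the scramble pool listed 24 intervals with 36406 counts. The lowest listed counts were 34 and 32, so weaker intervals were not analysed here. The sequencing depth of each library is unknown. The pooled genomic counts have no replicates, and all tests on them compare the pools and not the mice. Molecular identifiers were not used here, so confidence intervals cover counting error only.

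The first comparison asked how much of the insert-joined signal fell at the target locus. In GRCm38, *Alb* spans chromosome 5 from 90460870 to 90476602. The gRNA pool held 3 intervals inside the gene with 7726 counts in all. The main one, from 90461603 to 90461779, held 7584 counts and covered base pairs 734 to 910 of the annotated gene. The others were 2 bp wide, at 90461995 to 90461996 with 69 counts and at 90464374 to 90464375 with 73 counts. The scramble pool held 1 interval inside *Alb*, from 90461650 to 90461752, with 89 counts, and it lay within the main gRNA interval. Only gene spans were used for GRCm38, so exon and intron were not assigned to these positions. For orientation in another build, the GRCm39 annotation places *Alb* on the plus strand of chromosome 5 from 90608647 to 90624696. Exon 2 of the canonical transcript lies there from 90609580 to 90609637. Positions of the builds were not converted. The 2 gene spans come from different annotations, so distances from the gene start cannot be compared between them.

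*Alb* held 13.3% of the counts in the gRNA pool (95% Wilson interval 13.02% to 13.57%) and 0.244% in the scramble pool (0.199% to 0.301%). The difference was 13.04 percentage points, with an odds ratio of 62.5. The log10 of the two-sided Fisher's exact p on the pooled counts was -1547. Counting each interval once moved this result most: the difference fell to 4.92 percentage points, at 9.09% against 4.17%, and was no longer past the threshold (log10 p -0.200).

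The second comparison concerned insert-joined intervals outside *Alb*. The gRNA pool listed 30 such intervals with 50414 counts, and the scramble pool listed 23 with 36317 counts. Gene spans overlapped 15 of the gRNA intervals and 13 of the scramble intervals. When the gRNA pool was down-sampled to the 36406 counts of the scramble pool and a minimum of 32 counts was kept, 21.3 off-target intervals were expected (95% interval 19 to 24), a range that holds the 23 found with scramble. Those totals include *Alb*, so this keeps 62.6% of the gRNA counts, fewer than the 72.5% that the ratio over the intervals shared by both pools would keep. Down-sampled by that ratio with the same minimum, 25.1 were expected (23 to 27). The minimum and the second ratio were chosen after the counts were seen. Without the minimum, 30 were expected, since each listed interval has enough counts to be drawn at least once.

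The off-target counts were concentrated in few intervals. In each pool, 10 off-target intervals held 1000 counts or more, and together these had 95.4% of the gRNA and 95.3% of the scramble off-target counts. The highest in both pools lay within *Prdm12* on chromosome 2 from 31643992, to 31644144 in the gRNA and 31644145 in the scramble pool. It held 8399 counts with gRNA, or 16.7% of the off-target counts (95% Wilson interval 16.34% to 16.99%), and 5515 with scramble, or 15.2% (14.8% to 15.6%). The second in both pools was on chromosome 3, outside annotated genes. In the gRNA pool it ran from 80511980 to 80512222 with 6573 counts, 13.04% of the off-target total (12.75% to 13.33%). In the scramble pool it ran from 80512014 to 80512222 with 5224 counts, or 14.4% (14.03% to 14.75%). The next gRNA interval was on chromosome 19 from 53754450 to 53754604, within *Rbm20* and the lncRNA gene *Gm30943*. It held 6419 counts, or 12.7% (12.44% to 13.03%). The next scramble interval was on chromosome 13 from 56521003 to 56521159, outside annotated genes and 1229 bp from *Fbxl21*. It held 4199 counts, or 11.6% (11.2% to 11.9%).

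Of the off-target intervals, 20 overlapped between the pools by at least 1 bp. They held 99.02% of the gRNA and 99.7% of the scramble off-target counts. The gRNA pool had 1.38 times the scramble counts over these 20 intervals, which is 0.827 times per library. The ratio ran from 0.900 to 1.61 across the intervals, with a median of 1.29. In the 10 with at least 1000 scramble counts it ran from 1.24 to 1.61. Over all 20 shared intervals the ratios differed by more than counting error (chi-square 203 on 19 degrees of freedom, permutation p 1e-05, the smallest that 100000 resamples can give). At *Alb* the ratio was 86.8, or 63.0 times the ratio over the shared off-target intervals (95% interval 51.1 to 77.6, normal approximation on the log scale). The plot of counts per interval shows both pools.

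**Figure D1:**
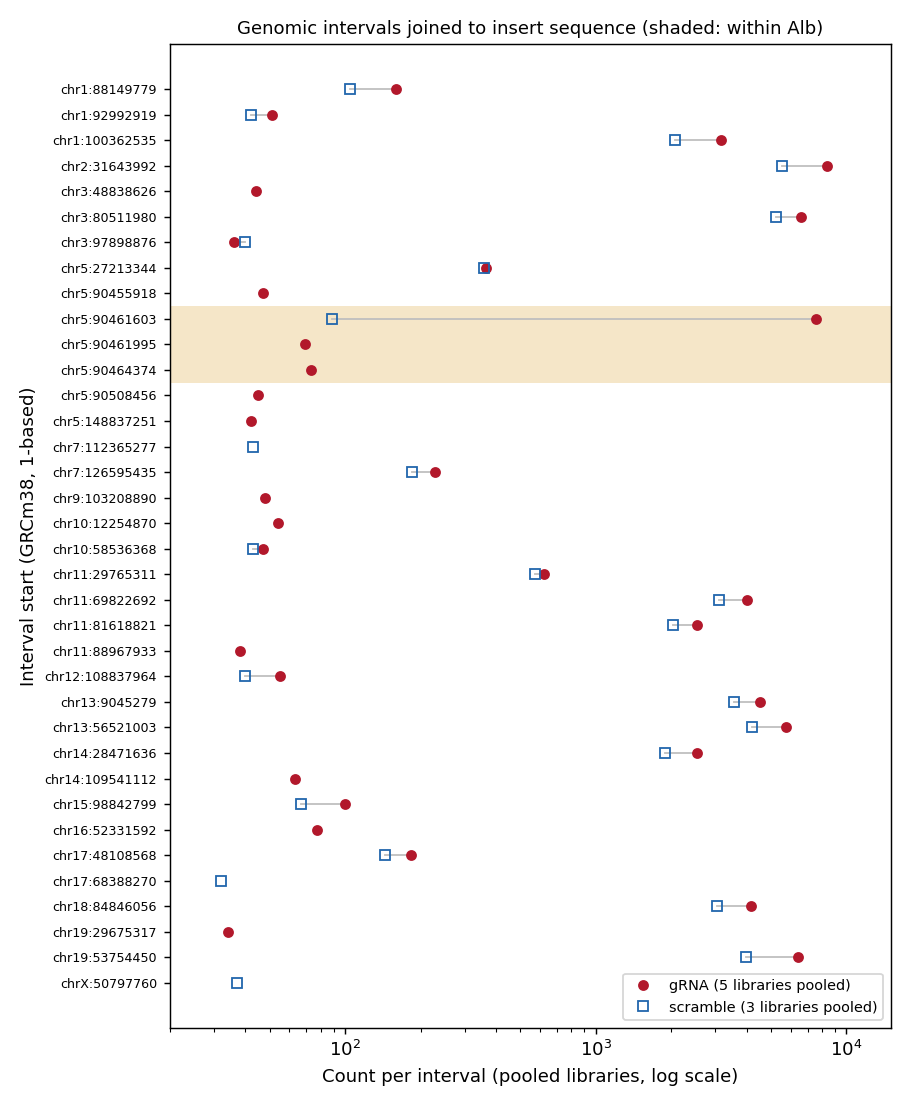
Count per genomic interval (log scale) in the gRNA pool (filled circles, 5 libraries) and the scramble pool (open squares, 3 libraries), by start position in GRCm38 (that of the gRNA interval where both list one), with lines joining overlapping intervals and *Alb* shaded. The 20 shared off-target intervals differ by a ratio of 0.900 to 1.61, against 86.8 at *Alb*; an absent marker means that the interval is not listed, not that its count is 0.

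Intervals listed in 1 pool only were low. The gRNA pool alone listed 10 off-target intervals with 34 to 77 counts each, 0.976% of its off-target counts. The scramble pool alone listed 3, with 32 to 43 counts each and 0.308% of its off-target counts. Off-target intervals fell on 16 chromosomes with gRNA and on 15 with scramble. Neither pool listed one on chromosomes 4, 6, 8 or Y.

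The distribution over chromosomes was compared with chromosome 5 left out. Between the pools, 4.27% of the counts were placed on different chromosomes (chi-square 331 on 15 degrees of freedom, permutation p 1e-05, the smallest that 100000 resamples can give). Reads of one molecule are not independent, and on distinct intervals the difference was not detectable (chi-square 4.71, permutation p 1). The counts were also set against chromosome length, taken as the end of the last annotated gene of each chromosome. In the gRNA pool, 58.2% of the counts would have to move to match the lengths, and in the scramble pool 58.7% (Monte Carlo p 1e-05 in both, the smallest that 100000 draws can give). On distinct intervals the distribution did not differ detectably from the lengths, with a Monte Carlo p of 0.385 for the 26 gRNA intervals and of 0.699 for the 22 scramble intervals.

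The third comparison asked which part of the AAV genome was in the insert-joined reads. The AAV tables covered 1960 bp in 98 bins, and counts were present in 54 bins, from 221 to 1300, in at least 1 group. Pieces were selected by their match to the insert, so the empty bins outside that stretch carry no information. The bin counts summed to 39638 with gRNA and to 1050 with scramble, and a piece longer than a bin is counted in several bins. Each bin held 5 values with gRNA and 3 with scramble, as many as there are libraries, and each value is taken here as 1 library. The values carry no library name and cannot be followed from bin to bin.

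With gRNA, the counts were highest at the low-coordinate end. The bin from 261 to 280 held 840 ± 641 counts (SD, n = 5; 184 to 1764) with gRNA and 2.33 ± 1.15 (SD, n = 3; 1 to 3) with scramble. The neighbouring bin from 281 to 300 held 779 ± 590 (n = 5) against 1.67 ± 0.577 (n = 3), and that from 241 to 260 held 738 ± 494 (n = 5) against 2.33 ± 1.15 (n = 3). With scramble, the counts were highest at the other end. The bin from 1221 to 1240 held 31.0 ± 38.2 counts (SD, n = 3; 7 to 75) with scramble and 413 ± 245 (SD, n = 5; 102 to 773) with gRNA. The bin from 1241 to 1260 held 30 ± 34.1 (n = 3) against 473 ± 260 (n = 5), and that from 1261 to 1280 held 30 ± 34.1 (n = 3) against 449 ± 244 (n = 5). In each of these 6 bins every gRNA value was above every scramble value (exact permutation test, two-sided, p 0.0357, the smallest that 56 splits allow; Benjamini-Hochberg adjusted p 0.102 over 54 bins).

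Every gRNA value was above every scramble value in 19 of the 54 bins, and the reverse was true in 0. By chance, 1.79% of bins would separate in one direction. These bins fell at 221 to 440 (11 bins), 541 to 580 (2 bins), 681 to 700 (1 bin) and 1201 to 1300 (5 bins), and neighbouring bins share reads. The exact permutation p was under 0.05 in 19 bins and the adjusted p in 0; at this group size at least 39 bins would have to reach the smallest p for an adjusted p under 0.05. The counts were not corrected for depth. Scaled to equal counts per library at the shared off-target intervals, 21 bins separated. This scaling raises the gRNA values against the scramble values, so no separated bin could be lost by it. The added bins, from 661 to 680 and from 701 to 720, had been tied at 1 count. The scaling applies 1 factor per group, so the rise only breaks these ties and does not correct single libraries. A scaling by reads that cover the target site could lower the gRNA values and was not done.

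**Figure D2:**
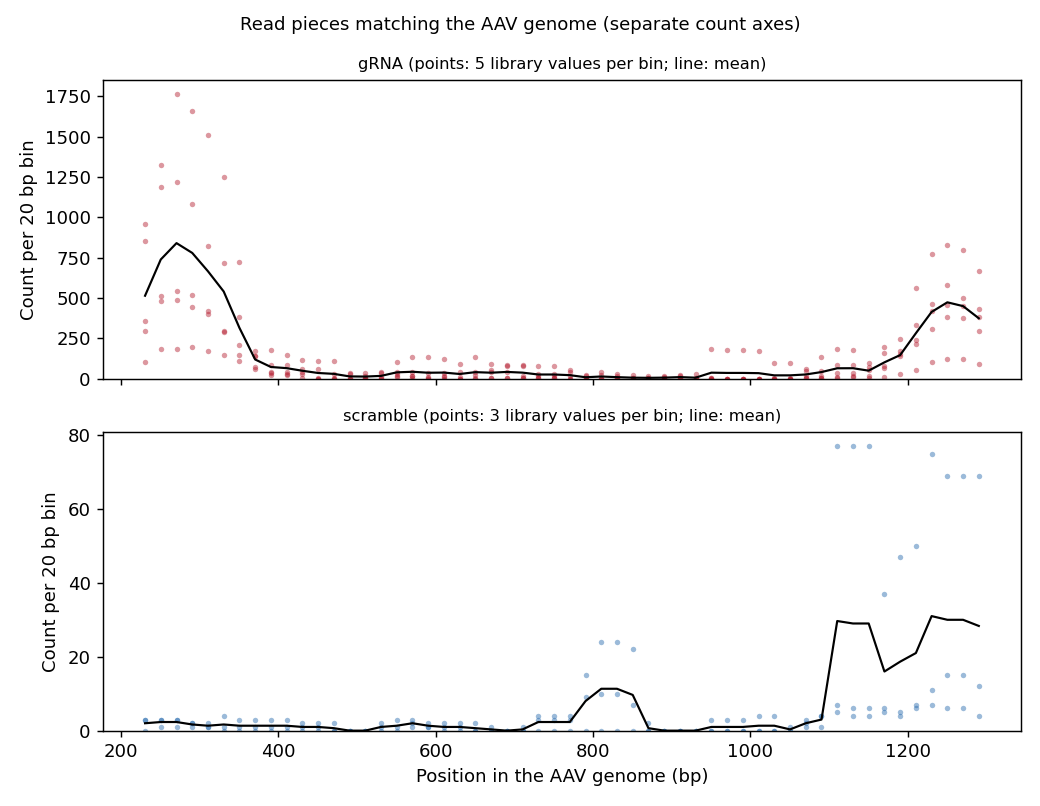
Counts per 20 bp bin of the AAV genome for gRNA (top, 5 values per bin) and scramble (bottom, 3 values per bin), with points for the library values, lines for the mean and separate count axes. The gRNA mean peaks at 840 counts at 261 to 280 and at 473 counts at 1241 to 1260, and the scramble mean is highest, at 31.0 counts, at 1221 to 1240.

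In parts of 100 bp, 57.0% of the summed counts were placed differently between the groups (chi-square 3317 on 10 degrees of freedom, permutation p 1e-05, the smallest that 100000 resamples can give). This test takes each count as independent, although a piece is counted in several bins. The parts were tested singly with Fisher's exact test, two-sided, adjusted by Benjamini-Hochberg over the parts with counts. The part from 201 to 300 held 36.2% of the gRNA and 2.38% of the scramble counts (adjusted p 9.77e-158). The part from 1101 to 1200 held 5.34% against 35.0% (adjusted p 1.28e-179). The part from 1201 to 1300 held 25.1% against 40.1% (adjusted p 2.43e-25), that from 301 to 400 held 21.6% against 2% (1.28e-77) and that from 801 to 900 held 0.474% against 9.43% (2.41e-82). The scramble shares leaned on the highest of the 3 values of each bin, which gave 315 of the 367 counts in the part from 1101 to 1200. Without the highest value of each bin in both groups, that part held 5.43% of the gRNA and 23.0% of the scramble counts, and the part from 201 to 300 held 38.4% and 6.19%. With each bin counted once whatever its count, the parts did not differ (6.71%, permutation p 1).

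The balance of the ends was compared in the highest gRNA bin of each end, a choice made after the counts were seen. The bins from 261 to 280 and from 1241 to 1260 held 4199 and 2364 counts with gRNA, so that 64.0% lay at the low-coordinate end (95% Wilson interval 62.8% to 65.1%). With scramble they held 7 and 90 counts, or 7.22% at that end (3.54% to 14.2%). The log10 of the two-sided Fisher's exact p was -30.7. This test sums the libraries and takes each count as independent, so it compares the summed counts and not the mice. Without the highest value of each bin the shares were 61.4% and 16%, from 4 and 21 scramble counts.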

Values the study reported

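The study counted about 300,000 reads that covered the *Alb* target site with the gRNA and around 80,000 with the scramble gRNA. It found around 2% DsRed-positive hepatocytes in livers that received the gRNA, and put Cas9 cleavage at the albumin locus at around 10%.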

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

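All tests in this part were chosen after the counts were seen. Among the 5 gRNA values of each AAV bin, 1 value lay far from the other values in 12 of the 54 bins, by Dixon's ratio above 0.71. Chance gives about 2.70 of 54 for normally distributed values. The bin values are skewed counts with many zeros, for which that rate need not hold, and neighbouring bins share reads, so the number 12 itself is not read as an excess. In each case the far value was the highest. It was 112 in the bin from 461 to 480, 134 in that from 561 to 580 and 134 in that from 581 to 600, where the second values were 28 to 38. It was 25 in the bin from 841 to 860 and 19 in that from 861 to 880.

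The longest stretch ran over 7 successive bins from 921 to 1060. The far values there were 26, 181, 175, 175, 168, 99 and 99 in order of position, and no other gRNA value in these bins was above 1. A library that was deeper throughout would stand as far above the rest at the ends of the counted stretch. In the 11 bins from 221 to 340 and from 1201 to 1300 the highest value was at most 1.84 times the second, which argues against 1 deeper library as the cause. Copies of 1 molecule made by PCR may give a near constant count over about the length of a read. The far values were near constant, at 168 to 181, only from 941 to 1020. They were 26 before that stretch and 99 after it. The length of 7 bins is the pattern itself and does not test this explanation. Separate molecules with the same broken insert would look alike, and without molecular identifiers these cannot be told apart from copies. An integration of a truncated donor that grew with its cell clone stays open and was not tested. No library could be named, so it was not checked whether 1 library gave all 7 values.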

How the results depend on the processing

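Over 13 results, 48 alternatives were computed, with interval counts judged for each group alone. Of these alternatives, 3 were weaker and 0 reversed. Another 17 gave exactly the main value. The other 28 changed the value and kept the direction and the side of the threshold, or, for counts with no test, stayed within 1.5 times the main count and, for values with no test, within the 95% interval. The weaker ones each counted an interval or bin once in place of its reads. For the on-target share the difference was then 4.92 percentage points in place of 13.04. For the chromosomes of off-target reads, gRNA against scramble, 21.3% of intervals were placed differently, with a permutation p of 1, and this alternative was added after the data were seen. For the AAV parts, distinct bins gave 6.71%. The comparison with chromosome length on distinct intervals was kept as a separate result for each pool. Its loss of the call against reads is therefore not in this tally. Counting entries once leaves far fewer units to test and sets the counts aside, so the loss of the call follows from the construction. The reads behind one interval are not independent, and the p-values on reads are too small by an unknown factor.

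The 17 say nothing about stability. They were the minimums of 2 and 10 reads for intervals and AAV parts, that of 10 counts for separated bins, the assembled chromosomes, the 1 kb margin around *Alb*, merging in the scramble pool, and down-sampling with no minimum count. The on-target difference ran from 12.8 to 15.2 percentage points over the other alternatives on reads. The number of gRNA off-target intervals, 30, was 29 after merging within 10 kb, which joined 1 interval to *Alb*. It moved most, to 21.3, when down-sampled to the scramble total with the lowest listed count kept. That is below the 23 of scramble, a change of order between the pools that the tally of reversals does not cover. It was 25.1, above 23, when down-sampled by the ratio of the shared intervals. The ratio at *Alb* was 61.8 to 67.4 times that of the shared intervals. Leaving out each replicate was not possible, because the genomic counts are pooled and the bin values cannot be followed between bins; for the same reason no other split of the 8 libraries could be counted for the bins. In its place the highest value of each bin was left out, which gave 52.1% for the AAV parts. Parts of 50 bp cannot be made from 20 bp bins and were replaced by 40 bp parts (57.4%).

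With lowest listed counts of 34 and 32, an interval seen in 1 pool cannot be called absent from the other. Whether depth or a count minimum set these limits was not tested.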

Other observations

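All tests in this part were chosen after the counts were seen. The *Alb* intervals held 7726 counts in the gRNA pool and 89 in the scramble pool. They are not comparable with the study's totals quoted above, which are of reads that covered the target site. The main text leaves open whether all of those reads held the insert. The totals also differ more between the groups than the counts of the shared intervals do. The ratio of the shared intervals may therefore not give the depth at *Alb*.

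Most insert-joined reads outside *Alb* fell at the same places in both pools. Of the gRNA off-target counts, 99.02% lay in intervals that the scramble pool lists too, which argues against cutting by the *Alb* gRNA as their cause, since the scramble gRNA was made to match no mouse sequence. Few of these reads may hold a vector piece long enough to be counted, although that alone would not place them at the same intervals. The scramble AAV bins sum to 2.89% of the scramble off-target counts, although each read with such a piece would give at least 1 bin count. Shorter vector pieces were dropped before the AAV alignment, so junctions with a short piece are not covered by this value. The methods describe the AAV alignment for all insert-joined reads, but the highest gRNA bins of the 2 ends together held 6563 counts with gRNA and 97 with scramble, near the 7726 and 89 counts at *Alb*. The AAV tables may therefore hold mostly reads at the target, and the value does not decide. Genomic stretches that resemble the insert, and preferred places of integration without cutting, stay open and were not tested.

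Among off-target intervals under 80 counts, which leaves out the 2 small intervals inside *Alb*, 10 of 14 in the gRNA pool and 3 of 8 in the scramble pool were listed in that pool only. The count ratio of the shared intervals was taken as the depth ratio. Poisson noise would then leave 5.41 of the 14 under the lowest listed scramble count (simulated p 0.00213 for 10 or more). It would leave 0.0571 of the 8 under the lowest listed gRNA count (simulated p 1e-05, the smallest that 100000 draws can give). Intervals are listed because their count was high, which makes these expectations too low, so counting noise cannot be excluded. Cutting by the *Alb* gRNA would favour the gRNA pool. The shares did not differ detectably (two-sided Fisher's exact p 0.187), and the numbers are too few to exclude it.

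The gRNA pool alone listed 4 intervals within 50 kb of *Alb*: the 2 small ones inside the gene, 1 of 47 counts at 90455918 to 90455919, 4951 bp before it, and 1 of 45 counts at 90508456 to 90508485 in *Afp*, 31854 bp beyond it. With the shared-interval count ratio taken as the depth ratio, the Poisson probability that all 4 fall under the lowest listed scramble count was 2.99e-07. Taken singly, it was 0.00264 and 0.000776 for the 2 inside the gene, and 0.337 and 0.432 for the 2 outside it. Of the 12 other low gRNA intervals, 8 were also listed in the gRNA pool only, so such intervals were not limited to this locus. The 4 were picked for the pattern, and the shared-interval ratio is not a measured depth at *Alb*. Lower depth of the scramble pool is therefore not excluded by the joint or the single values. Rearrangements around the cut in gRNA animals are a further hypothesis, and capture probes at the locus, which raise the reads there in both groups, leave it open.

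The scramble pieces lay toward the high-coordinate end of the counted stretch. Reads carried over from gRNA libraries would have the gRNA balance of 64.0% at the low end, and the scramble share was 7.22%, which argues against carry-over as the whole cause; the 7 low-end counts may still come from it. A single scramble library would leave the balance open once the highest value of each bin is removed, but the low-end share was then 16%. A target-site sequence shared by *Alb* and the end of the insert would give pieces at the last bins only, if the match is confined to it. The bin from 1101 to 1120, 180 bp before the last counted position, held 89 scramble counts, and 12 without its highest value of 77. Reads that run on from that end into the insert could reach such bins too, so this bin does not decide. Integration of the donor without cutting by a matching gRNA may give such pieces; it was not tested.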
